# A Prader–Willi locus lncRNA cloud modulates diurnal genes and energy expenditure

**DOI:** 10.1093/hmg/ddt281

**Published:** 2013-06-13

**Authors:** Weston T. Powell, Rochelle L. Coulson, Florence K. Crary, Spencer S. Wong, Robert A. Ach, Peter Tsang, N. Alice Yamada, Dag H. Yasui, Janine M. LaSalle

## Abstract

Prader–Willi syndrome (PWS), a genetic disorder of obesity, intellectual disability and sleep abnormalities, is caused by loss of non-coding RNAs on paternal chromosome 15q11-q13. The imprinted minimal PWS locus encompasses a long non-coding RNA (lncRNA) transcript processed into multiple *SNORD116* small nucleolar RNAs and the spliced exons of the host gene, *116HG*. However, both the molecular function and the disease relevance of the spliced lncRNA *116HG* are unknown. Here, we show that *116HG* forms a subnuclear RNA cloud that co-purifies with the transcriptional activator RBBP5 and active metabolic genes, remains tethered to the site of its transcription and increases in size in post-natal neurons and during sleep. *Snord116del* mice lacking *116HG* exhibited increased energy expenditure corresponding to the dysregulation of diurnally expressed *Mtor* and circadian genes *Clock*, *Cry1* and *Per2*. These combined genomic and metabolic analyses demonstrate that *116HG* regulates the diurnal energy expenditure of the brain. These novel molecular insights into the energy imbalance in PWS should lead to improved therapies and understanding of lncRNA roles in complex neurodevelopmental and metabolic disorders.

## INTRODUCTION

Prader–Willi syndrome (PWS), one of the leading genetic causes of obesity in children (1), is characterized by intellectual disabilities, hyperphagia, sleep disorders and increased risk for psychoses and autism (2). PWS is an imprinted disorder caused by paternal deletions of human chromosome 15q11-q13, whereas reciprocal maternal deletions cause the distinct neurodevelopmental disorder Angelman syndrome (3). Parental imprinting is a non-Mendelian inheritance pattern influenced by the sex of the parent because of gametic differences in epigenetic marks such as DNA methylation (4). Human chromosome 15q11-q13 contains multiple maternally silent, paternally expressed protein-coding genes and non-coding RNAs regulated by an imprinting control region (ICR) (5), which when deleted is sufficient to cause PWS (6).

Human genetic studies have defined the minimal functional PWS gene locus to a cluster of non-coding RNAs within the *HBII-85/SNORD116*, making PWS the first human disease found to be caused by loss of non-coding RNA (7–9). The *SNORD116* region encodes repeated C/D box small nucleolar RNAs (snoRNAs) (*SNORD116*) and a spliced long non-coding RNA (lncRNA) host gene (*116HG*) that is stably retained in the nucleus (10) (Fig. 1A). In human cells, an alternative RNA species (*sno-lncRNA*) was recently described that binds the splicing factor Fox2 (11), although the presence in mice of the *sno-lncRNA* has not been confirmed and the relevance to the phenotype of PWS is currently unknown. Mice with an engineered deletion of the *Snord116* repeat cluster (*Snord116del*) recapitulate the PWS phenotype of altered metabolism and growth deficiency, although not obesity (12,13). In mice, the *Snord116/116HG* transcript is expressed only in neurons, suggesting that the metabolic phenotype is due to the central dysregulation of energy use in the central nervous system.

**Figure 1.**
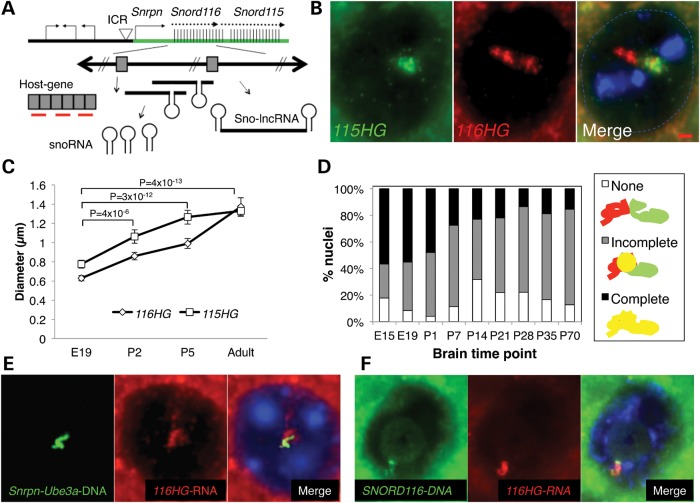
*116HG* and *115HG* are developmentally regulated and form overlapping but distinct nuclear RNA clouds. (**A**) Schematic representation of the murine PWS locus. RNA FISH probes (red) and the DNA FISH probe (green) are shown. (**B**) RNA FISH for *115HG* (green) and *116HG* (red) on adult WT mouse cortex. 4′,6-diamidino-2-phenylindole (blue), scale bar is 1 µm. (**C**) Diameters of RNA cloud signals on individual cortical sections from E19, P2, P5 and adult mice. (**D**) Co-localization of *116HG* and *115HG* clouds. (**E**) Combined DNA and RNA FISH to adult mouse cortical tissue revealed partial co-localization of the *116HG* lncRNA (red) with the paternal decondensed allele of *Snrpn* through *Ube3a* (green). (**F**) Combined DNA and RNA FISH on human cerebellum from a neurotypical female using human-specific RNA and DNA probes (see also Supplementary Material, Fig. S1).

While human and mouse genetics demonstrate the critical nature of the *SNORD116* locus in PWS, the presence of multiple processed RNA products complicates a mechanistic understanding. *SNORD116/Snord116* repeats are adjacent to a set of repeats called *SNORD115/Snord115*, encoding both *115HG* and *SNORD115* RNA products. Both loci are transcribed as part of the same primary transcript originating from the ICR, but only loss of the *SNORD116* region encoding the *116HG* lncRNA is sufficient to cause PWS (7–9). While the *SNORD115* snoRNA functions to regulate alternate splicing of a serotonin receptor (14), the role of the spliced lncRNA *116HG* has not been investigated.

LncRNAs exert essential functions via diverse mechanisms, including scaffolds for chromatin remodeling complexes or decoys for nucleotide binding (15,16). Although many lncRNAs such as *116HG* are expressed in the brain, their role in human disease, including PWS, is uncharacterized (17). Interestingly, over 50 C/D box snoRNA host genes were unexpectedly identified in a recent genomic screen for diurnally regulated transcripts in *Drosophila* (18), but the functional relevance of snoRNA host genes in diurnal transcription is completely unknown.

In this study, we use a combination of *in situ* molecular genetics, genomic and whole-body metabolism approaches to functionally characterize the lncRNA *116HG* that emerges in the brain in the first week of life as an RNA cloud in neuronal nuclei. The transcriptional activator RBBP5 and 2403 active metabolic genes were identified as significantly associated with *116HG* during the light phase, when *Snord116del* mice exhibited dysregulation of diurnally expressed *Mtor* and circadian genes *Clock*, *Cry1* and *Per2.* Genome wide, over twice as many genes in the light compared with the dark phase, showed altered expression in *Snord116del* versus wild-type (WT) mice, corresponding to the metabolic phenotype of the reduced respiratory exchange ratio (RER) and the increased energy expenditure in this PWS mouse model.

## RESULTS

### *116HG* forms a developmentally regulated lncRNA cloud

To understand the expression and localization of the *116HG* lncRNA in mammalian brain development, RNA fluorescence *in situ* hybridization (FISH) using probes targeting the splice junction of *116HG* or *115HG* (Fig. 1A) was performed on mouse brain tissue, revealing two distinct cloud-like nuclear domains in adult neuronal nuclei (Fig. 1B). In contrast, *Snord116del* mouse brain showed the *115HG*, but not the *116HG*, lncRNA cloud (Supplementary Material, Fig. S1). The *116HG* and *115HG* nuclear clouds observed were similar to small ‘grape’ structures seen previously in primary neuronal cultures (10), but covered a much larger area of the nucleus in adult brain neurons. *116HG* and *115HG* nuclear clouds were observed in neurons but not glia throughout brain regions of hypothalamus, hindbrain, forebrain, cortex, hippocampus and cerebellum, but not in cells of the liver or spleen (data not shown). Both *116HG* and *115HG* lncRNA clouds significantly increased in diameter during the first week of post-natal life (Fig. 1C), and co-localization analysis revealed that *116HG* and *115HG* separated into overlapping but distinct lncRNA clouds in the post-natal cortex (Fig. 1D). The increased size and separation of *116HG* and *115HG* lncRNA clouds developmentally coincided with the previously described nucleolar accumulation of *Snord116* snoRNAs and the large-scale chromatin decondensation of the paternal *Snrpn-Ube3a* locus containing the *Snord116* repeat cluster (19).

Combined RNA and DNA FISH on the adult cortex revealed that *116HG* and *115HG* localized to the paternal decondensed allele of *Snrpn-Ube3a* (Fig. 1E and Supplementary Material, Fig. S1). The *Snord116* DNA overlapped with *116HG*, but not *115HG*, and the two DNA loci (*Snord116* and *Snord115*) co-localized in adult kidney, but not brain, nuclei (Supplementary Material, Fig. S1) consistent with the neuronal tissue-specific chromatin decondensation of this locus (19). Human-specific RNA/DNA FISH probes confirmed that *116HG* forms an RNA cloud localized to the decondensed *SNORD116* paternal allele in postmortem human brain (Fig. 1F), showing the relevance of the *116HG* lncRNA cloud for understanding human PWS.

### *116HG* binds to RBBP5 and target loci genome wide

Other lncRNAs that form subnuclear RNA clouds, such as *Xist* and *Kcnq1ot1*, bind proteins that regulate transcription of target regions (15,16). In order to isolate *116HG*-associated proteins and interacting DNA from mouse brain, we adapted a method called chromatin isolation by RNA purification (ChIRP) (20–22) using biotinylated antisense oligos complementary to *116HG*. Reverse transcriptase–quantitative polymerase chain reaction (RT–qPCR) on RNA isolated by ChIRP showed 25–30% of input *116HG* RNA was retrieved by *116HG*-specific oligos but not by non-specific control (NSC) oligos (Fig. 2A). Analysis of DNA isolated by ChIRP revealed that *Snord116* DNA was retrieved by *116HG*-specific oligos (Fig. 2B), confirming DNA FISH results (Fig. 1E). Immunoblotting for candidate proteins interacting with *116HG* revealed that RBBP5 (but not MeCP2, Fox2 or Gapdh) was specifically retrieved by *116HG* ChIRP in an RNA-dependent manner (Fig. 2C). RBBP5 is a subunit of the MLL1 complex that activates transcription through methylation of histone H3K4 and interacts with the lncRNA *Mistral* to activate *Hoxa6* and *Hoxa7* during stem cell differentiation (23). An *in vitro* transcribed (IVT), biotinylated *116HG* also retrieved RBBP5 in a conformation-dependent manner, requiring slow-cooling following denaturation (Fig. 2D and Supplementary Material, Fig. S2). An unbiased proteomic screen of *116HG* ChIRP identified the *Xist* associating protein SAF-A(24), although SAF-A association with *116HG* was non-specific and not RNAse sensitive (Supplementary Material, Fig. S2), unlike RBBP5.

**Figure 2.**
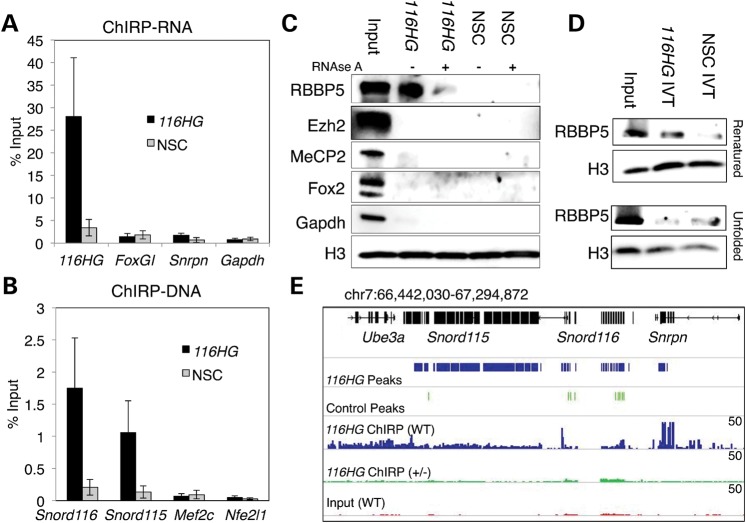
*116HG* RNA interacts with RBBP5 and its endogenous locus. (**A**) qRT-PCR analysis of ChIRP RNA shows retrieval of *116HG* lncRNA with a *116HG*-specific probe, but not the NSC probe. (**B**) qPCR analysis of ChIRP DNA shows retrieval of *Snord116* DNA with a *116HG*-specific probe, but not the NSC probe. (**C**) Western blotting of ChIRP proteins shows that *116HG* retrieved RBBP5 in an RNA-dependent manner, but not MeCP2, Fox2 or Gapdh. (**D**) Pull-down of IVT biotinylated *116HG* retrieved RBBP5 when allowed to renature under slow-cooling conditions but less efficiently in the unfolded state. (**E**) *116HG* ChIRP-seq reveals peaks in the *Snord116* and *Snord115* regions, which are absent in NSC ChIRP-seq samples. Top black track represents annotated genes. Blue represents *116HG* ChIRP peaks and read coverage of *116HG* ChIRP from WT brain (scale 0–50 reads). Green represents called peaks for merge of three control ChIRP experiments (*116HG* ChIRP on *Snord116del*^+/−^ brain and NSC ChIRP on WT and *Snord116del*^+/−^ brain) and read coverage from *116HG* ChIRP on *Snord116del*^+/−^ brain. Red represents WT input. qPCR results graphed as the mean ± SEM (see also Supplementary Material, Fig. S2).

Since the large size (>1.2 μm) of the *116HG* lncRNA nuclear subdomain suggested that *116HG* may interact in *trans* with other gene loci, DNA isolated by ChIRP was analyzed by next-generation sequencing (ChIRP-seq). 

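Chromatin isolation by RNA purification (ChIRP) uses biotinylated oligos complementary to an RNA to pull the RNA out of cross-linked chromatin together with the DNA bound to it. Peak lists were analysed for 5 libraries of adult mouse brain DNA: replicates 1 and 2 of *116HG* ChIRP on WT brain, *116HG* ChIRP on *Snord116del* brain, and ChIRP with non-specific control (NSC) oligos on WT and on *Snord116del* brain. The last 3 served as controls, and each is a single library. The authors aligned the reads with Bowtie2 to mm9, called peaks with MACS in each library separately against a WT input library of 25610883 reads, and kept peaks with a false discovery rate under 5% and a fold over input above 20.

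The paper gives 42110162 reads for WT *116HG* replicate 1, of which 29814977 aligned, and 91706595 for replicate 2, of which 22522642 aligned (24.6%). It gives 29064400 aligned of 41230076 for WT NSC, 38787232 of 40374703 for *Snord116del* *116HG* and 48493474 of 50605786 for *Snord116del* NSC. The deposited lists hold 78033 peaks for WT *116HG* replicate 1, 11145 for replicate 2, 3648 for WT NSC, 1280 for *Snord116del* *116HG* and 3418 for *Snord116del* NSC. The median width of a peak was 157 bp in replicate 1, 101 bp in replicate 2, 139 bp in WT NSC and 361.5 bp and 392 bp in the *Snord116del* lists. All lists but that of replicate 2 give the authors' fold over input of each peak, with a median of 55.3 in replicate 1 and 27.1 in WT NSC. The list of replicate 2 gives positions, so its peaks could not be ranked.

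A peak was taken as near another when the gap between them was at most 10 kb, and as replicated when it lay near a peak of the other WT *116HG* library. Genes, exons and strands were taken from GENCODE annotation of the mm9 assembly (NCBIM37), and a peak was placed by its middle base. Intervals on shares of peaks are exact (Clopper-Pearson) 95% intervals and cover counting error only. Fisher's exact tests over peaks have the same limit: they treat neighbouring peaks as independent and leave out the spread between libraries.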

Sequencing libraries were made from ChIRP DNA samples from adult WT or *Snord116del*^+/−^ mouse brain using *116HG*-specific or NSC oligos. 

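Peaks were counted in the 853 kb window of chromosome 7 (mm9) that Fig. 2E draws, which holds *Ube3a* (66484122 to 66562097) and *Snrpn* (67127388 to 67285105). It contains 137 annotated *Snord115* copies between 66597596 and 66874465 and 27 annotated *Snord116* copies between 66928831 and 67068008. In this window lay 362 peaks of WT *116HG* replicate 1, or 0.464% of its peaks (95% interval 0.417 to 0.514), and 288 of replicate 2, or 2.58% (2.30 to 2.90). Of the controls, WT NSC had 8 peaks there (0.219%, 0.0947 to 0.432), *Snord116del* *116HG* had 1, and *Snord116del* NSC had 0 of its 3418, which allows a share of up to 0.0878% when 3 counts are taken as the limit (the exact 95% interval reaches 0.108%). Of the replicated peaks of replicate 1, 268 (3.31%) lay in the window, against 9 peaks of the 3 controls together. The odds ratio was 31.7 (Fisher's exact test, two-sided, p = 2.7e-70, Benjamini-Hochberg adjusted 5.4e-69). The adjustment covers 80 comparisons at this locus and leaves out the alternative settings. Without replication as a criterion, the odds ratio against the controls together was 4.32 for all replicate 1 peaks (Fisher's exact test, p = 5.2e-08, adjusted 1.4e-07). Against single controls, all replicate 1 peaks passed 0.05 after adjustment only for *Snord116del* NSC (Fisher's exact test, adjusted p = 1.1e-06). The adjusted p was 0.0547 against WT NSC and 0.0605 against *Snord116del* *116HG* (Fisher's exact test). For all replicate 2 peaks the odds ratio against the controls together was 24.6 (Fisher's exact test, p = 1.2e-57, adjusted 1.1e-56). The alternative that moved the result for the replicated peaks most merged peaks closer than 10 kb. After it 0.164% of the merged regions lay in the window, and the difference from the controls was no longer past the threshold (Fisher's exact test, p = 0.0867).

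Over the *Snord115* copies, replicate 1 had 239 peaks, replicate 2 had 218 and the controls had 0, 1 and 0. Over the *Snord116* copies, replicate 2 had 61 peaks (0.547% of its peaks, 0.419 to 0.703) and replicate 1 had 30 (0.0384%, 0.0259 to 0.0549). All 8 of the WT NSC peaks in the window also lay there. As a share of its list, replicate 1 had fewer peaks over the *Snord116* copies than WT NSC (Fisher's exact test, p = 2.3e-04, adjusted 5.0e-04). In number it had more, 30 against 8, from a list of 78033 peaks against 3648. The share of replicate 2 peaks was higher than that of WT NSC (Fisher's exact test, p = 0.011, adjusted 0.0215). Each side of these comparisons is 1 library. All 30 replicate 1 peaks there were replicated peaks, of which they were 0.370% (0.250 to 0.528). This share was not distinguishable from that of WT NSC (Fisher's exact test, p = 0.22, adjusted 0.352). It was above that of the 3 controls together (odds ratio 3.87, Fisher's exact test, p = 2.5e-04, adjusted 5.2e-04). For all peaks of replicate 1 the odds ratio against the 3 controls was 0.401 (Fisher's exact test, p = 0.0265, adjusted 0.0493). The direction thus depended on replication as a criterion, which was not applied to the controls. No peak of either *Snord116del* library lay over the *Snord116* copies, which the *Snord116del* mice lack on the paternal chromosome. The region is repetitive: the 32 bases in the middle of a peak occurred more than once in the genome for 68.8% of the replicate 1 peaks in the window and for 94.1% of those of replicate 2, so a read there can match more than 1 place.

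**Figure D1:**
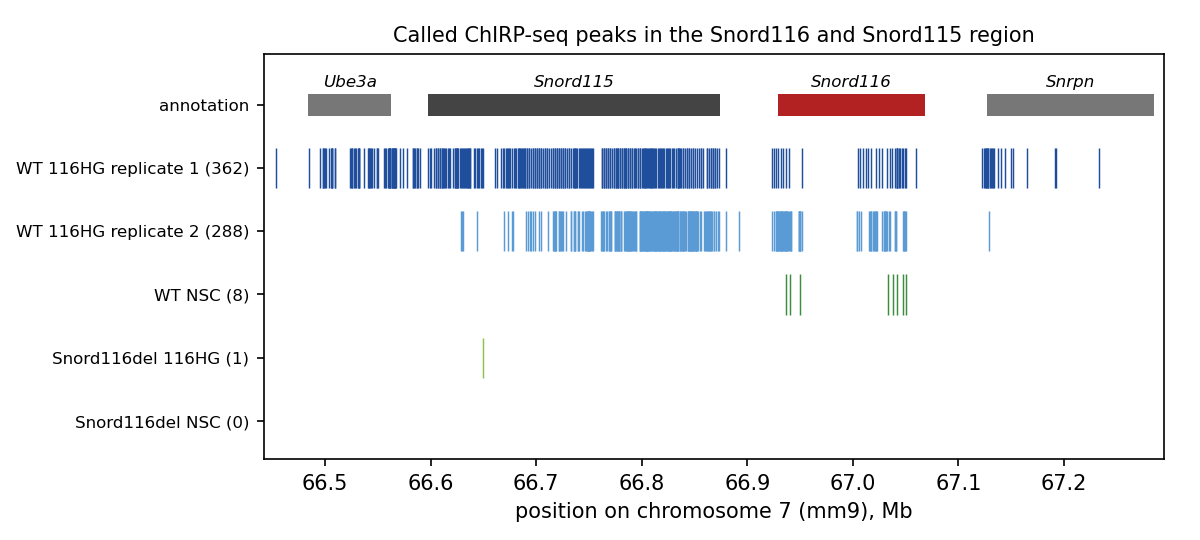
Called ChIRP-seq peaks of the 5 libraries along chromosome 7 (mm9, position in Mb), each vertical line the middle of 1 peak, with the number of peaks in the window in brackets; grey, black and dark red bars mark genes and the spans of the snoRNA copies. The WT *116HG* replicates have 362 and 288 peaks in the window and the controls 8, 1 and 0.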

As expected based on qPCR analysis (Fig. 2D) and FISH (Fig. 1E and Supplementary Material, Fig. S1), *116HG* ChIRP-seq peaks from the WT brain were enriched at the *Snord116* and the *Snord115* region (Fig. 2E) at levels comparable with published ChIRP methods (20).

In addition, analysis revealed *116HG*-specific ChIRP peaks associated with 2403 genes (Fig. 3A and Supplementary Material, Fig. S2 and Supplementary Material, Table S1). 

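A gene was counted when a replicated peak lay inside it or within 2 kb of it. With the replicated peaks of replicate 1, this gave 2382 genes among the 21853 genes of the RNA-seq table that the annotation names, and 2841 among all 33924 annotated genes. With the replicated peaks of replicate 2 it gave 1754 genes of the table. The choices of the replicate 1 peaks and of the genes of the table were settled after their counts had been seen beside those of the paper. All peaks of replicate 1, replicated or not, lay at 12970 genes of the table and all peaks of replicate 2 at 3028, against 503 for WT NSC, 493 for *Snord116del* *116HG* and 1721 for *Snord116del* NSC. With other distances allowed between the replicates, there were 728 genes when peaks had to overlap directly and 5935 with a 50 kb window. Among genes with a mean of at least 1 FPKM (fragments per kilobase of transcript, scaled to sequencing depth) in the RNA-seq table, those with a replicated peak had a median length of 40.2 kb and the others 20.6 kb.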

Combined RNA/DNA FISH experiments confirmed the enriched co-localization of these ChIRP target genes with the *116HG* lncRNA cloud, compared with two negative control regions (Fig. 3B and C). Gene ontology (GO) analysis revealed that the *116HG*-specific ChIRP genes were enriched for brain expression, protein transport, protein and chromatin modifications and protein metabolic processes (Fig. 3D and E and Supplementary Material, Table S2). *116HG*-specific ChIRP genes included the mammalian target of rapamycin (*Mtor*), transcriptional regulator Creb-binding protein (*Crebbp*) and imprinted insulin growth factor receptor (*Igf2r*).

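*Mtor* lies on chromosome 4 from 147822720 to 147931792 (mm9, plus strand). Of the 15 peaks of WT *116HG* replicate 1 within 2 kb of it, 2 were replicated, at 147838448 to 147838652 (the authors' fold over input 51.3) and at 147846015 to 147846166 (30.8), both over exons. The replicate 2 peak near them, the only one of that list at *Mtor*, was at 147847477 to 147847547, in an intron, and overlapped neither. *Crebbp* (chromosome 16, 4084048 to 4213404, minus strand) had 36 peaks of replicate 1, of which 1 was replicated, at 4213138 to 4213250 over an exon, and the peak of replicate 2 lay at 4209535 to 4209598 in an intron. *Igf2r* (chromosome 17, 12875272 to 12962530, minus strand) had 7 peaks of replicate 1 and 3 of replicate 2; the replicated pair was 12924270 to 12924358, over an exon, and 12934252 to 12934459, in an intron. At none of these 3 genes did peaks of the replicates overlap directly, and none of them was counted with the upper quartile of the fold. With a 2 kb window between the replicates only *Mtor* was. No peak of the 3 control lists lay within 2 kb of these genes.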

**Figure 3.**
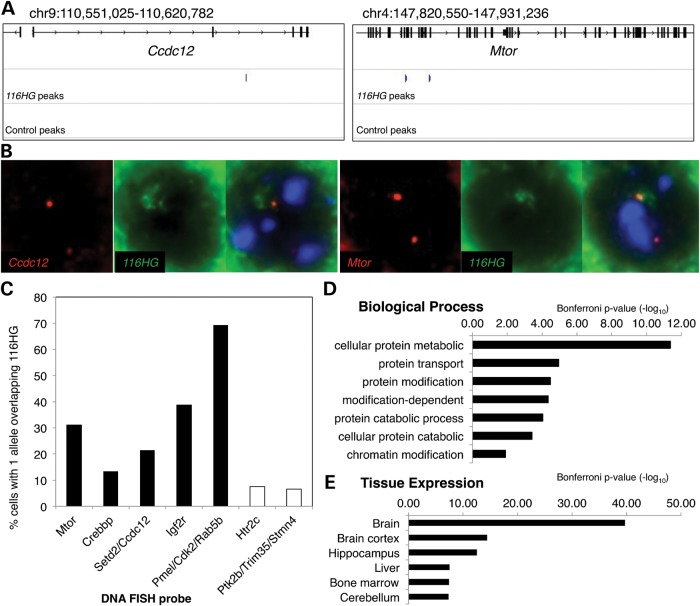
*116HG* RNA binds to loci genome wide. (**A**) *116HG* associates with distant loci. Blue track shows *116HG* ChIRP peaks from the WT brain, while lower track shows the absence of control ChIRP peaks at these gene loci. (**B**) Combined RNA and DNA FISH to adult mouse cortical tissue confirmed co-localization of the *116HG* lncRNA (green) with *Ccdc12* and *Mtor* loci (red). (**C**) Gene loci identified by *116HG* ChIRP (black) showed greater overlap with *116HG* than negative control regions (white). *n* = 695 nuclei. (**D** and **E**) GO analysis of *116HG* ChIRP identified genes (see also Supplementary Material, Fig. S3).

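*Ccdc12* (chromosome 9, 110559007 to 110614094, mm9) had 4 peaks of WT *116HG* replicate 1 and 1 of replicate 2. The replicated peaks, at 110601636 to 110601703 in replicate 1 and 110601623 to 110601722 in replicate 2, overlapped each other in an intron. The authors' fold over input of the replicate 1 peak was 68.6, and with the upper quartile of the fold *Ccdc12* was not counted. *Ccdc12* had no peak of the 3 control lists within 2 kb.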

### Loss of *116HG* leads to up-regulation of genes

We investigated the effect of loss of *116HG* on transcript levels genome wide by comparing WT versus *Snord116del*^+/−^ mice by RNA-seq analysis of the adult cortex. 

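RNA from the cortex of 9 male mice was sequenced in 4 groups: 3 WT and 2 *Snord116del* mice at Zt +6, and 2 WT and 2 *Snord116del* mice at Zt +16. Zeitgeber time counts hours from lights on, so Zt +6 lies in the light phase and Zt +16 in the dark phase. The paper gives between 56801996 and 64288201 reads per mouse for WT at Zt +6 (median 63022540), 40243885 and 53278255 for *Snord116del* at Zt +6, 56483862 and 63985980 for WT at Zt +16, and 54310542 and 61584399 for *Snord116del* at Zt +16. The authors aligned the reads with Tophat2 to mm9 and estimated FPKM with Cuffdiff. Their deposited table gives 1 FPKM value per group and gene for 23235 genes, with the log2 fold change and q-value of *Snord116del* against WT at each time, and no value per mouse. There are thus no replicates in the table: the spread between mice cannot be seen in it, and no test, SD or standard error could be computed from it.

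A gene was counted as changed between 2 groups when FPKM + 1 differed by at least 1.5-fold and the higher group had at least 1 FPKM, over the 10297 genes with a mean of at least 1 FPKM in the 4 groups. A fold change on this scale understates the change of low genes. This rule was written before the data were examined, for the case of a table with group values only. The deleted snoRNA gene could not serve as a check of the groups, since *Snord116* is listed at 0 FPKM in all of them. *Ipw*, a non-coding transcript of the same locus, was at 21.6 FPKM in WT and 3.40 in *Snord116del* at Zt +6, and at 3.17 and 1.82 at Zt +16.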

6467 genes were significantly altered (*q*-value of <0.05) in the *Snord116del* compared with the WT cortex, with 94.2% up-regulated in the *Snord116del* cortex (Supplementary Material, Table S3). 

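By the fold rule, 5858 of the tested genes (56.9%) differed at Zt +6, 5073 of them higher in *Snord116del* and 785 lower. The higher genes were 86.6% of those changed (95% interval 85.7 to 87.5, which treats genes as independent, which they are not). The authors' deposited table calls 6467 genes, of which 6067 (93.8%) are higher, and 4915 of these calls also pass the fold rule. The median log2 fold change over all tested genes was 0.57. The share depended on the scale given to the groups. With every group scaled to the same median, which shifts the median log2 fold change by -0.66, 3937 genes changed, of which 1438 were higher and 2499 lower (36.5% higher), and 2223 genes were changed in the same direction under both scales. After quantile normalization 48.9% of 4231 changed genes were higher, and with the same total in every group 86.8% of 6424. The genes with the most extreme changes were short RNA genes: of the 15 genes with the largest rises and falls at either time, 14 were genes of microRNAs, small nucleolar RNAs or, for *Scarna3a*, a small Cajal body RNA and 14 were listed at 0 in at least 1 group. The other one, *Cdr1* on chromosome X, was at 25.3 FPKM in WT and 301 in *Snord116del* at Zt +6, where it has the log2 fold change 3.52, and it is the only one of the 15 that the authors' deposited table calls.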

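Of the genes with a replicated *116HG* peak, 1834 had enough FPKM to be tested at Zt +6, and 1225 changed by the fold rule. This is 51.4% of all genes with a replicated peak and 66.8% of those tested, against 54.7% of the 8331 tested genes without a replicated peak. The authors' deposited table also calls 1225 of the genes with a replicated peak, of which 1073 are among the 1834 tested here, so the sets differ.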

Comparison of *Snord116del* dysregulated genes to ChIRP-seq peaks revealed that 50% (1201) of genes identified by ChIRP had altered expression levels in the *Snord116del* cortex (Fig. 4A and Supplementary Material, Table S4). GO analysis of genes identified by ChIRP and RNA-seq analysis was enriched for protein and cellular metabolic processes, chromatin modification, cellular biosynthetic processes, neurogenesis and central nervous system development (Supplementary Material, Table S5). 

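Peaks were placed relative to the nearest start site of an annotated gene that is in the RNA-seq table. Each gene was given 1 start site, its upstream end, so other starts within a gene were left out. Of the 8038 replicated peaks of WT *116HG* replicate 1 on chromosomes with annotated genes, 23.3% lay within 5 kb of a start site, 47.6% at 5 to 50 kb, 24.5% at 50 to 500 kb and 4.54% farther away. Peaks beyond 5 kb were thus 76.7% (95% interval 75.8 to 77.6), while 92.0% of the same peaks lay beyond 5 kb when placed at random 20 times. Of the replicated peaks of replicate 2, 85.4% lay beyond 5 kb (84.3 to 86.5). Inside genes lay 73.1% of the replicated peaks of replicate 1 and 45.0% of those of replicate 2. Over all peaks it was 84.8% in replicate 1 and 36.0% in replicate 2. When all peaks of replicate 1 were placed at random it was 41.8%, above the value for all replicate 2 peaks. The replicates differed in where in the gene the peaks lay. The middle of the peak was in an exon for 55.4% of the replicated peaks of replicate 1 (54.3 to 56.5) and for 3.77% of those of replicate 2 (3.22 to 4.39). Over all peaks, the exon share was 71.6% in replicate 1 and 2.27% in replicate 2, and in the controls it was 2.82% for WT NSC, 12.3% for *Snord116del* *116HG* and 22.2% for *Snord116del* NSC. The random placement of all replicate 1 peaks gave 3.52%.

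**Figure D2:**
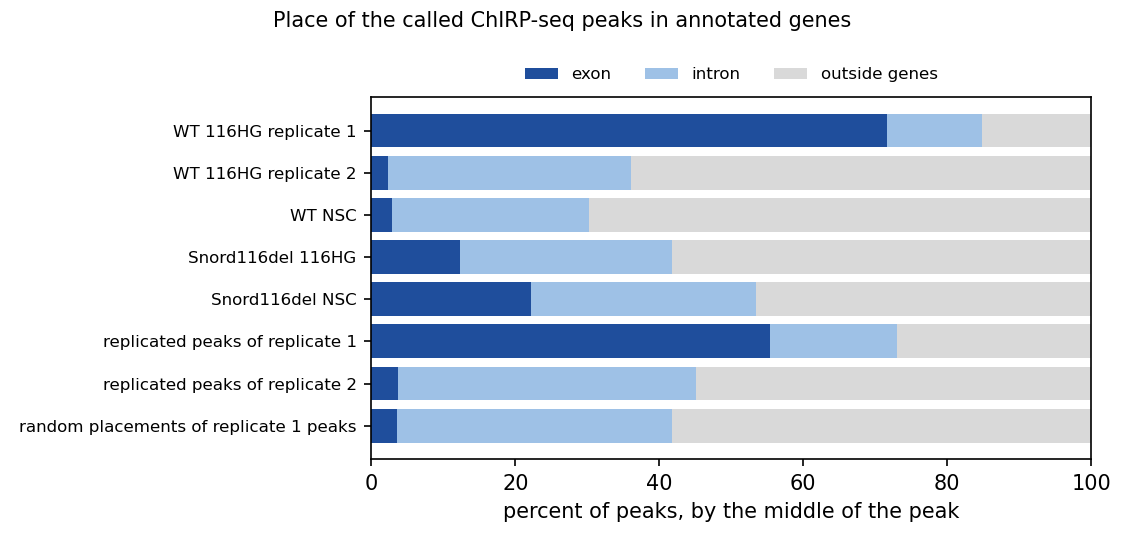
Share of called ChIRP-seq peaks (percent, by the middle of each peak) in exons, in introns and outside annotated genes, for the 5 libraries, the replicated peaks of each WT *116HG* replicate, and random placements. The exon share is 71.6% in WT *116HG* replicate 1 and 2.27% in replicate 2.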

Most ChIRP peaks were located within genes or distal to transcription start sites (TSSs) (Fig. 4B), suggesting that *116HG* association with target genes may be sequestering RBBP5 away from promoter regions. qRT-PCR analysis confirmed the up-regulation of genes identified by RNA-seq analysis in an independent set of mice (Fig. 4C). Combined, these results suggest a decoy model in which *116HG* prevents RBBP5 binding to promoters of *116HG*-associated genes, similar to that described for lncRNA *Gas5* and the glucocorticoid receptor (25).

**Figure 4.**
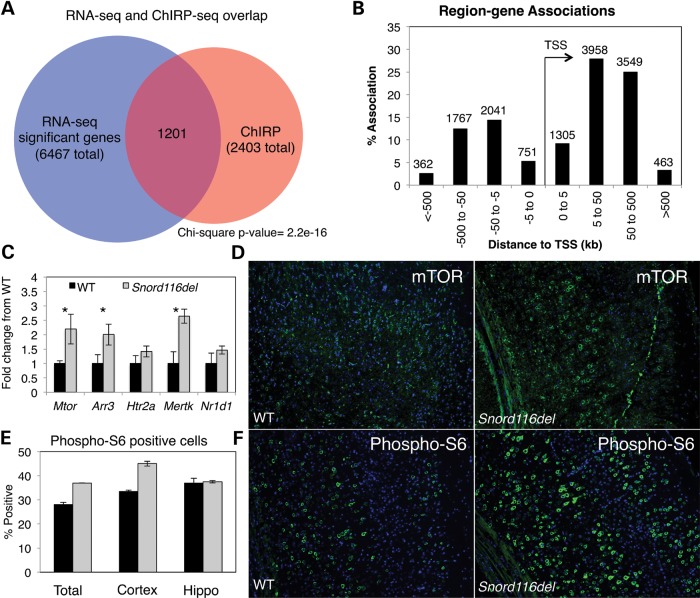
Combined analysis of *116HG* ChIRP-seq with RNA-seq of WT versus *Snord116del* cortex reveals up-regulation of *116HG* bound genes including *Mtor*. (**A**) Genes associated with *116HG*-specific ChIRP peaks overlapped significantly with genes showing transcript level changes by RNA-seq. (**B**) *116HG* binding sites show clustering 5–500 kb up or downstream from transcription start sites. (**C**) qRT-PCR confirms significant up-regulation of 3/5 genes identified by RNA-seq: *Mtor* (*P* = 0.042), *Arr3* (*P* = 0.049), *Mertk* (*P* = 0.007) in a larger set of WT (*n* = 6) and *Snord116del* (*n* = 12) mouse cortex. (**D**) Immunofluorescence staining of WT and *Snord116del* prefrontal cortex for mTOR showing increased expression in *Snord116del*. (**E**) Laser scanning cytometry quantitation of phospho-S6 staining of WT (black, *n* = 3) compared with *Snord116del* (grey, *n* = 3) for total brain slice, cortex or hippocampus. (**F**) Immunofluorescence staining of WT and *Snord116del* cortex for phospho-S6.

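The higher rate of change among genes with a replicated peak was compared with that of the control lists. Genes with a WT NSC peak changed at Zt +6 in 69.3% of the 257 cases tested, those with a *Snord116del* *116HG* peak in 62.5% of 291 and those with a *Snord116del* NSC peak in 58.8% of 1080. For genes with a replicated peak of replicate 2 the share was 70.1% of 1286. These shares are not adjusted for gene length or expression. In a logistic model with both, the odds ratio was 1.31 (1.17 to 1.47) for the replicated peaks of replicate 1. For WT NSC it was 0.969 (0.731 to 1.29), an interval that overlaps the former. For *Snord116del* *116HG* it was 0.851 and for *Snord116del* NSC 0.938. From the position of most peaks inside genes or away from start sites, the paper proposes that *116HG* holds RBBP5 away from promoters.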

The overlap of ChIRP-seq and RNA-seq results included genes important for signal transduction and protein catabolism, including the metabolic regulator *Mtor*. 

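*Mtor* was at 5.32 FPKM in WT and 8.95 in *Snord116del* at Zt +6, a log2 fold change of 0.65, and at 6.16 and 8.65 at Zt +16, a log2 fold change of 0.43 that did not pass the fold rule. The authors' deposited table gives q-values of 0.0409 and 0.0946 for these comparisons. With every group scaled to the same median the change at Zt +6 was -0.070, and with the trend on transcript length removed, a setting chosen after the data had been seen, it was -0.62, *Mtor* having a transcript of 8564 bases. *Crebbp* went from 5.31 to 17.5 FPKM at Zt +6, a log2 fold change of 1.55, and *Igf2r* from 0.938 to 3.10 (1.08, and -0.21 without the length trend). *Ccdc12* went the other way, from 19.3 FPKM in WT to 5.95 in *Snord116del* (-1.55).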

To further investigate changes in mTOR signaling, WT and *Snord116del^+/−^* brain slices were immunostained for mTOR protein and for phospho-S6, a downstream target of mTOR (26) (Fig. 4E and F). The mTOR signal was increased and significantly more cells were positive for phospho-S6 in the *Snord116del* cortex compared with WT littermates (Fig. 4E), confirming increased mTOR activity. mTOR up-regulation appeared to be cortex-specific, as phospho-S6 staining was unchanged in *Snord116del* hippocampus (Fig. 4E).

### *Snord116del* mice show alteration of diurnally regulated genes

mTOR activity is controlled by a circadian clock in the suprachiasmatic nucleus (26), and a prior study in WT C57/BL6 mice revealed many cortical genes to be diurnally regulated (27). Therefore, we investigated whether *Snord116del* loss had an effect on transcription associated with diurnal time. 

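The FPKM of all genes summed to 159300 in WT and 160199 in *Snord116del* at Zt +6, and to 216422 in WT and 342188 in *Snord116del* at Zt +16, so the *Snord116del* sum was 1.01 times the WT sum at Zt +6 and 1.58 times at Zt +16. The 100 most abundant genes of each group took 35.7% of the sum in WT and 22.5% in *Snord116del* at Zt +6, and 44.1% and 46.5% at Zt +16. *Snord116del* at Zt +6 thus had the lowest share in its most abundant genes, and it had a median of 5.63 FPKM over the genes tested, against 3.17 in WT at the same time and 2.90 and 4.00 in WT and *Snord116del* at Zt +16. Labels of the samples name an earlier version of the RNA-seq table for both *Snord116del* mice and for 1 of the 3 WT mice at Zt +6 than for the other 6 mice; whether this marks a library batch is not stated, and within the earlier version no Zt +16 mouse is present.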

WT and *Snord116del* littermates were sacrificed at Zeitgeber (Zt) +6 h and Zt +16 for RNA-seq analysis of cortical transcripts. 

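By the same fold rule, 1980 genes differed between *Snord116del* and WT at Zt +16, 1959 higher and 21 lower in *Snord116del*, and 790 of these had also changed at Zt +6, 317 of them in the same direction. The authors' deposited table calls 3140 genes at Zt +16, of which 3116 are higher, and 1227 genes at both times, 986 of them in the same direction. A pseudocount of 0.1 in place of 1 gave 3141 genes by the fold rule. The higher share at Zt +16, 98.9%, depended on the scale: with the same total in every group 23.7% of 135 changed genes were higher, with the same median 69.1% of 181, and after quantile normalization 41.4% of 99. A genotype effect that differed by at least 1.5-fold between the times was seen in 5446 genes.

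The change at Zt +6 went with the length of the transcript, with a Spearman's rho of 0.63 across genes, which are not independent replicates. With the genes in 10 classes of transcript length, the median log2 fold change was -0.40 in the shortest class (54 to 1166 bases) and 1.25 in the longest (6491 to 28204 bases). Of the genes in these classes, 25.4% and 91.4% are called at Zt +6 in the authors' deposited table. At Zt +16 the relation had the opposite sign and was weaker (rho -0.38), with medians of 0.57 and 0.20. With the trend on length removed, 2654 genes changed at Zt +6 and 172 at Zt +16; this setting was chosen after the data had been seen.

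**Figure D3:**
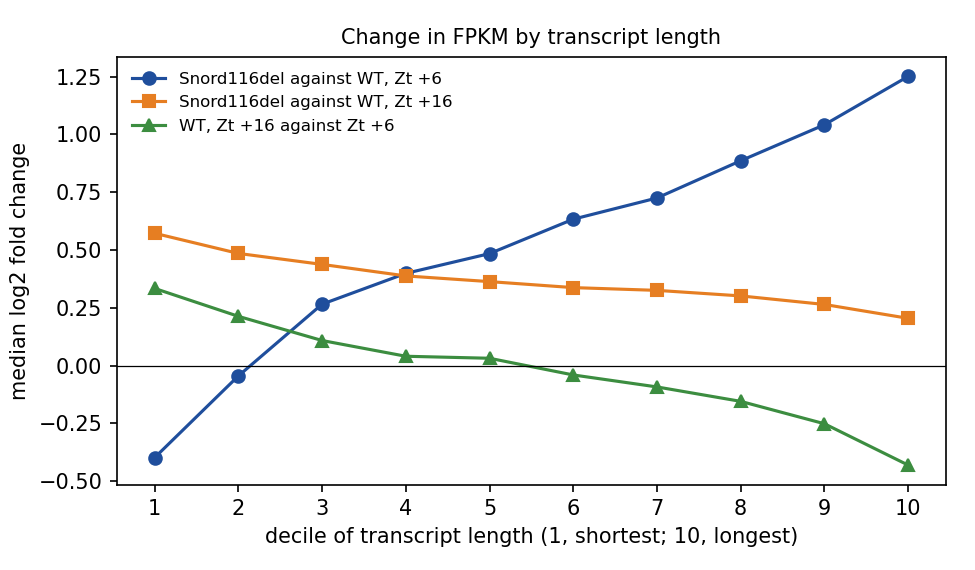
Median log2 fold change, on the log2(FPKM + 1) scale, of tested genes in 10 classes of transcript length, for *Snord116del* against WT at Zt +6 (circles) and Zt +16 (squares) and for WT at Zt +16 against Zt +6 (triangles). At Zt +6 the median runs from -0.40 in the shortest class to 1.25 in the longest.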

At Zt +6, 6467 genes were altered in the *Snord116del* cortex (Fig. 5A), but at Zt +16 only 3140 transcripts changed (Fig. 5B and Supplementary Material, Table S6). Genes altered in the *Snord116del* cortex at Zt +6 significantly overlapped with genes previously described to be diurnally regulated (27) as well as genes identified in our analysis as significantly changed in WT mice at Zt +6 compared with Zt +16 (Supplementary Material, Fig. S3). 

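Between Zt +6 and Zt +16, 1645 genes changed by the fold rule in WT, 588 of them higher and 1057 lower at Zt +16, and 1328 of the 1645 had also changed in *Snord116del* at Zt +6 (Fisher's exact test over genes, odds ratio 3.81, 95% interval 3.35 to 4.34, p = 1.3e-108; genes are not independent). The direction in WT depended on the scale, with 1098 genes higher and 937 lower at Zt +16 with the same median in every group, 359 and 856 after quantile normalization, and 51 and 3034 with the same total. In 1310 of the 1328 genes (98.6%) the WT change from Zt +6 to Zt +16 was opposite to the change from WT to *Snord116del* at Zt +6, and across all genes these changes had a Spearman's rho of -0.77. Both comparisons start from the WT Zt +6 group, so chance values in it are shared. This was set against 100 simulated sets of unchanged groups sharing it. In each set the genes of largest difference were counted as changed, as many as observed, without the fold rule. A mean of 1180 genes (1138 to 1220) was then counted in both, and 978 without a shared group. The size of this overlap thus follows largely from the set numbers. Only 93.6 of the 1180 lay in opposite directions, and rho was 0.48. In *Snord116del*, 6593 genes changed between the times, and their changes went with those in WT (rho 0.87). The published set of diurnal genes was not used here.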

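Over the expressed genes, the Jensen-Shannon distance between the FPKM distributions of the groups was 0.296 between WT and *Snord116del* at Zt +6 and 0.126 at Zt +16, a ratio of 2.35. WT at Zt +6 lay 0.181 from WT and 0.179 from *Snord116del* at Zt +16. *Snord116del* at Zt +6 lay farthest from the others, 0.412 from WT and 0.429 from *Snord116del* at Zt +16. Under average linkage the Zt +16 groups joined first, WT at Zt +6 joined them at 0.180 and *Snord116del* at Zt +6 joined last at 0.379. This distance compares shares of the sum and ignores the scale of a group. With the Euclidean distance on the square root of FPKM, which does not, the ratio was 0.951 and the WT groups joined first. With the Euclidean distance on log2(FPKM + 1) the ratio was 1.81, and the WT groups, at a distance of 50.2, again joined before the Zt +16 groups, at 50.7.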

Dendrogram analysis of gene expression revealed that WT and *Snord116del* from Zt +16 were more closely related than WT and *Snord116del* from Zt +6 (Fig. 5C). qRT-PCR confirmed the significant increase in diurnally regulated *Cry1*, *Clock*, *Per2* and *Mtor* transcripts specifically at Zt +6 (Fig. 5D). Furthermore, *116HG* and *115HG* lncRNA clouds were significantly smaller in the cortex of WT mice at Zt +16 when compared with Zt +6, revealing that these nuclear lncRNA subdomains dynamically change with diurnal time (Fig. 5E).

**Figure 5.**
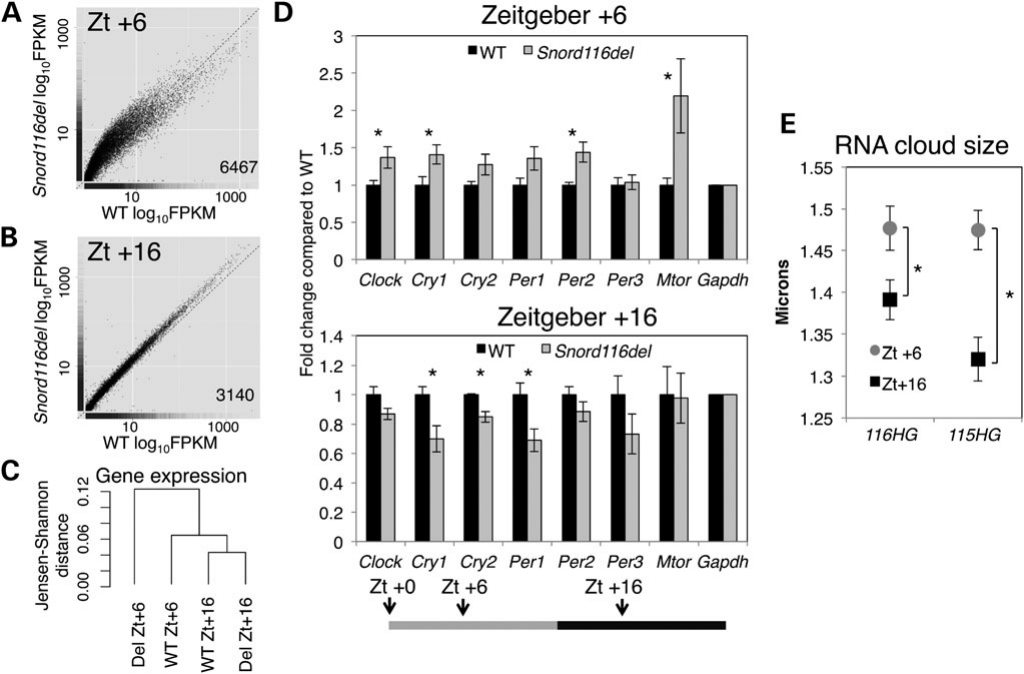
*Snord116del* mice show altered transcript levels of diurnally regulated genes and RER during light hours. (**A**) RNA-seq shows up-regulation of many genes at Zt +6 in *Snord116del* versus WT cortex, and (**B**) fewer genes changed at Zt +16 in *Snord116del* versus WT cortex. The number of significant genes labeled in each graph. (**C**) Dendrogram-based analysis of gene expression from samples in RNA-seq analysis. (**D**) Diurnally regulated genes were up-regulated at Zt +6 and down-regulated at Zt +16 in *Snord116del* versus WT cortex. Transcript levels were normalized to *Gapdh*, and fold change from WT graphed as the mean ± SEM. For Zt +6 timepoint, *n* = 6 WT, 12 *Snord116del*^+/−^. For Zt +16, *n* = 5 WT, 6 *Snord116del*^+/−^. Zt +6 *Clock* (*P* = 0.037), *Cry1* (*P* = 0.035), *Per2* (*P* = 0.010), *Mtor* (*P* = 0.042). Zt +16 *Cry1* (*P* = 0.019), *Cry2* (*P* = 0.007), *Per1* (*P* = 0.022). (**E**) *116HG* (*P* = 0.016) and *115HG* (*P* = 1.3 × 10^−05^) lncRNA clouds are significantly smaller at Zt +16 compared with Zt. +6. *n* = 720 nuclei and 3 biological replicates per sample (see also Supplementary Material, Fig. S3).

### *Snord116del* mice are lean and have increased lipid oxidation during light hours

We sought to relate altered diurnal transcript levels to the metabolic phenotype of adult *Snord116del* mice (12), which were previously shown to have lower body weight, fat mass and lean mass compared with WT littermates (Fig. 6A and B). Mice were continuously monitored in Comprehensive Lab Animal Monitoring System (CLAMS) metabolic chambers for a period of 6 days in order to measure their metabolism, food intake and activity. *Snord116del* mice did not differ from WT littermates in their food intake or activity (Fig. 6C and Supplementary Material, Fig. S4). However, *Snord116del* mice exhibited a significant decrease in the RER compared with WT littermates during light hours (Fig. 6D and Supplementary Material, Fig. S4). The RER reflects the relative source of energy for the animal with values closer to 1 representing increased carbohydrate oxidation and values closer to 0.7 representing increased fat oxidation. An increase in the RER occurs during dark compared to light hours in both WT and *Snord116del* mice (Fig. 6D), consistent with increased food intake and activity during dark hours (Supplementary Material, Fig. S4). In contrast to WT mice, *Snord116del* mice have decreased RER during light hours, which explain the decreased fat mass and body weight in *Snord116del* mice (Supplementary Material, Fig. S4). *Snord116del* mice also showed increased energy expenditure compared with WT mice during both light and dark hours (Fig. 6E). However, energy expenditure is dependent on body weight, and analysis of covariance revealed that the increased energy expenditure was not independent of body weight. During light hours, WT mice reduce their energy expenditure, decrease catabolism and increase anabolism (28). *Snord116del* did show the expected diurnal cycling of their RER, energy expenditure, activity and feeding (Fig. 6C–E and Supplementary Material, Fig. S4), suggesting that their central circadian clock is not disrupted and that the metabolic phenotype is due to the central dysregulation of energy expenditure, not changes in feeding or activity. Our results suggest that a key feature of the *Snord116del* phenotype is altered the regulation of diurnal energy source due to loss of *116HG* modulation of diurnally regulated circadian and metabolic genes during light hours.

**Figure 6.**
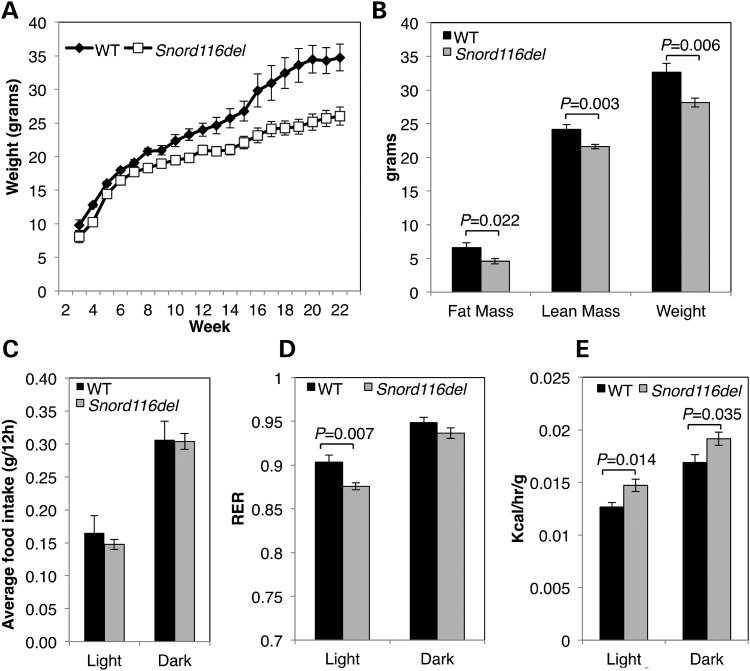
*Snord116del* mice are leaner than WT littermates and have increased lipid oxidation during light hours. (**A**) *Snord116del*^+/−^ gain weight at a slower rate than WT littermates and (**B**) are smaller as adults corresponding to decreased fat mass, lean mass and total body weight. (**C**) *Snord116del*^+/−^ do not have altered food intake compared with WT littermates during light or dark hours. (**D**) *Snord116del*^+/−^ mice exhibit lower RER during light hours when compared with WT mice. (**E**) *Snord116del*^+/−^ mice have increased energy expenditure during light and dark hours (see also Supplementary Material, Fig. S4). Results are shown for male mice (*n* = 14 per group in A; WT, *n* = 12; *Snord116del*, *n* = 14 for B–E).

## DISCUSSION

While the loss of the *Snord116* locus was first hypothesized 10 years ago to be responsible for the pathogenesis of PWS (29), research has focused on the roles of the orphan snoRNAs, *SNORD116* and *SNORD115*, and editing of the serotonin receptor (*5htrc*) by *SNORD115* (14). However, our results show that the flanking snoRNA host exons form a functional lncRNA structure, *116HG*, which regulates the transcription of genes important for the regulation of diurnal transcription and metabolism. Our work, therefore, provides a novel explanation that loss of a specific lncRNA alters circadian energy homeostasis in PWS. In humans, the *SNORD116* locus gives rise to *sno-lncRNA* in addition to *116HG* (11). Although arising from the same primary transcript, *116HG* and *sno-lncRNA* act via independent mechanisms. In our studies, we used an RNA FISH probe spanning an exon–exon boundary that is not present in *sno-lncRNA* and did not observe an interaction of Fox2 with *116HG* (Fig. 2C). Furthermore, there is no evidence within the mouse genomic sequence for the existence of *sno-lncRNA*, suggesting that the metabolic phenotype seen in the *Snord116del* mice is due to loss of *116HG*. However, future studies will need to identify which of the RNAs generated from the *Snord116* locus are critically lost in PWS, and if loss of multiple RNAs underlies the complex phenotype of PWS.

Sleep problems in PWS patients, including longer latency and shorter duration of night-time sleep and excessive daytime sleepiness, are consistent with a disruption in circadian metabolism being central to the disease phenotype, rather than a result of obesity (30). A mouse model of *Magel2* deficiency, a gene missing in PWS patients with large deletions, also showed deficits in circadian rhythms (31), but the observations reported here link circadian imbalances in the PWS critical locus mouse model directly to loss of a lncRNA. The identification of over 50 C/D box snoRNA host genes of unknown function identified in a *Drosophila* screen for diurnally regulated transcripts (18) suggests that the diurnal regulation of an snoRNA host gene is evolutionarily conserved. Since lncRNAs can act to regulate the transcription of domains of multiple genes (16), *116HG* may coordinate the transcriptional levels of multiple genes that have diurnal variation in expression. 

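Of the genes that had a replicated *116HG* peak and changed at Zt +6 by the fold rule, 1121 were higher in *Snord116del* and 104 lower (91.5% higher). Of those called in the authors' deposited table, 1172 are higher and 53 lower. Among the genes with a replicated peak, being higher rather than not had an odds ratio of 1.79 against the other tested genes (95% interval 1.62 to 1.99, Fisher's exact test over genes). In a logistic model with log gene length and log mean FPKM it was 1.38 (1.23 to 1.56), and with log transcript length as well 1.34 (1.18 to 1.52). Without transcript length it was 1.24 (1.08 to 1.42) for the replicated peaks of replicate 2, 7.75 (6.12 to 9.82) for all peaks of replicate 1 and 0.984 (0.868 to 1.12) for all peaks of replicate 2, so with replicate 2 alone no excess of higher genes was left. For the control lists the values from Fisher's exact test were 1.94 for WT NSC, 1.5 for *Snord116del* *116HG* and 1.16 for *Snord116del* NSC, and those from the logistic model without transcript length were 0.761, 0.798 and 0.918.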

In this study, we have identified a group of 1201 genes that are both significantly associated with *116HG* and significantly up-regulated in the absence of *116HG*, suggesting a direct transcriptional regulation by the *116HG* cloud during the light phase.

Disruption of sleep and diurnal rhythms of feeding in mice and humans is associated with metabolic disorders that can lead to either increased weight gain (32) or protection from obesity (33). While hyperphagia in PWS is a key aspect of the phenotype and contributes to a large extent to the obesity, infants with PWS do not have increased caloric intake, but they do have increased weight gain (34). A previous study of the *Snord116del* mice found that they had increased food intake when compared with WT littermates (12); however, in that study, food intake was normalized to body weight and the relative increase was dependent on lower body weights in *Snord116del* mice. In our study, we found no evidence for hyperphagia in *Snord116del* mice relative to body weight or lean mass. Instead, we found that *Snord116del* mice do not differ from WT mice in their food intake and that the lean phenotype that has been reproduced across two mouse models (12,13) is driven by dysregulated energy expenditure and metabolic fuel source. This finding indicates that a key mechanism in the pathogenesis of PWS is loss of energy balance due to loss of the non-coding RNAs from the *Snord116* region.

Furthermore, in human PWS, weight increases before the onset of hyperphagia or increased food intake (34), supporting the hypothesis that a primary factor in the onset of obesity in PWS is loss of energy regulation. In mice, diurnal rhythms become established near post-natal day 10 (35). A previous study of gene expression in *Snord116del* mouse hypothalamus found no changes in gene expression during the first 2 weeks of life (36), which could be due to immature establishment of diurnal rhythms at the timepoints analyzed. In contrast, our study investigated the *Snord116del* cortex in adulthood when diurnal rhythms are established and the greatest differences in metabolism and weight are seen when compared with WT littermates. In humans, diurnal rhythms begin to appear at 1 month after birth and become established over the first year of life (37). The establishment of diurnal rhythms during infancy may relate to the phenotypic switch observed in PWS from one of early failure-to-thrive in infancy to later obesity and altered metabolism (34).

## MATERIALS AND METHODS

### Animal care

B6(Cg)-Snord116^tm1.1Uta^/J (*Snord116del*) mice were obtained from Jackson Labs (Bar Harbor, ME, USA) and housed in a 24-h light/dark cycle (6 a.m.–6 p.m. light, 6 p.m.–6 a.m. dark), temperature controlled room and fed a standard diet of Picolab mouse chow 20 (PMI International, St Louis, MO, USA). Animal genotyping was performed using PCR from tail DNA as described previously (19). Heterozygous deletion male mice were bred with C57BL/6 WT females to generate paternal deletion *Snord116del*^+/−^ and WT littermates.

### Human tissue

Human postmortem cerebellum of brain 1209 was received frozen and was fixed in 10% formalin, embedded and sectioned (5 µm). Tissue was obtained through the NICHD Brain and Tissue Bank for Developmental Disorders located at the University of Maryland School of Medicine.

### Mouse tissue

For RNA, DNA and RNA/DNA FISH analyses, tissue was prepared as described previously (19). For the oligo-based purification of RNA-associated proteins and *in vitro* biotinylated RNA pull-down of proteins, one hemisphere of a WT adult C57BL/6 brain was fixed in 3.7% formaldehyde/1× phosphate buffered saline (PBS) and homogenized. Nuclei were resuspended in RNA immunoprecipitation/formamide buffer [150 mm KCl, 25 mm Tris–HCl, pH 7.5, 5 mm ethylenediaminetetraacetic acid (EDTA), 0.5% NP-40, 10% formamide with Superasin (Ambion) and complete proteinase inhibitors (Roche) added]. For ChIRP, one hemisphere of a WT adult C57BL/6J or *Snord116del* brain was fixed in 3.7% formaldehyde/1× PBS and homogenized. Nuclei were resuspended in ChIRP lysis buffer (50 mm Tris–HCl, pH 7.5, 10 mm EDTA, 1% sodium dodecyl sulfate +Superasin and proteinase inhibitors). For RNA-sequencing analysis, the brains from adult *Snord116del* and WT littermates were collected and cortices were dissected and placed in RNALater (Ambion) before RNA isolation.

### RNA FISH and DNA FISH

FISH was performed as described previously (19). Overlap of RNA FISH clouds was analyzed by first outlining the area of *115HG* and then scoring for complete, partial or no signal from *116HG* within the area defined by *115HG*. DNA FISH measurements were taken using a 100 × oil objective with a 2 × zoom and pixel counts converted to micron distance. All measurements for a given experiment were taken with the same exposure times and microscope settings appropriate for the fluorescence intensity. RNA FISH on human postmortem cerebellum samples was performed using custom directly labeled, single-stranded oligo library synthesis probes (Agilent). Significant changes tested by two-tailed Student's *t*-test.

### RNA/DNA FISH

Slides were prepared as for RNA FISH and hybridized with locked nucleic acid probes (Exiqon) overnight at 46°C and washed 3× in 50% formamide/2× saline-sodium citrate (SSC) and 2× in 2× SSC at 46°C, fixed with 3.7% formaldehyde/1× PBS at RT for 5 min, washed in 1× PBS and dehydrated through a series of ethanol washes (50, 70, 90 and 100%). DNA FISH probes were then applied and slides were denatured for 3 min at 85°C. Washing and detection was performed as for RNA or DNA FISH alone.

### Immunofluorescence and laser scanning cytometry

Immunofluorescence and laser scanning cytometer (LSC) analysis was performed as described previously (19).

### Microscopy

Slides were analyzed on an Axioplan 2 fluorescence microscope (Carl Zeiss, Inc., NY, USA) equipped with a Qimaging Retiga EXi high-speed uncooled digital camera, appropriate fluorescent filter sets and automated xyz stage controls. Images were captured with appropriate filter sets at 0.1 µm sections and multiple Z-slices were combined for final images. For phospho-S6 quantification, slides were scanned on a laser scanning cytometer (CompuCyte) with a 20× objective. Nuclei were contoured using 4′,6-diamidino-2-phenylindole fluorescence, the contours extended by 15 pixels, and cells were gated for fluorescence above background. All slides were scanned on identical voltage, photomultiplier tube and threshold settings. Brain regions were partitioned based on the composite image from all scan fields. Significant changes tested by Student's *t*-test.

### Oligo purification of RNA-bound proteins

200 pmol of biotinylated DNA oligos (Invitrogen) were added to 1 mg of material and incubated at 4°C for 4 h. C-1 streptavidin beads (Invitrogen) were used to retrieve biotinylated DNA oligos with hybridized RNA:protein complexes. Proteins were analyzed by immunoblotting. For RNAse sensitivity, Superasin was omitted and 10 μg of RNAse A (Ambion) was added to sonicated material and incubated at 37°C for 30 min before biotinylated probe was added. For mass-spec identification, proteins were run on an sodium dodecyl sulfate–polyacrylamide gel electrophoresis gel and stained with Imperial protein stain. A 1 cm square piece of gel from 80–140 kDa was excised and submitted to the UC Davis Proteomics core for mass-spec identification.

### *In vitro* biotinylated RNA pull-down of proteins

Template DNA was linearized and 250 ng of DNA was IVT using Biotin RNA labeling Mix (Roche), DNAse I (NEB) treated and nucleotides removed using Micro-Biospin columns (Biorad). IVT RNA was denatured at 65°C for 5 min and then slow-cooled to 4°C. RNA was quantified using a Nanodrop spectrophotometer, 100 pmol RNA was added to 1 mg of lysate and incubated for 2 h at RT. C-1 streptavidin beads were used to retrieve biotinylated RNA and bound proteins were analyzed by immunoblotting.

### Antibodies

Primary antibodies: anti-GAPDH clone 6C5 (Advanced Immunochemical), anti-RBBP5 (Bethyl), anti-MeCP2 (Cell Signaling), anti-FOX2, anti-histone H3-total (Abcam), anti-SAF-A/HNRNP-U (Novus Biologicals) and anti-Ezh2 (Active Motif). Secondary antibodies: GARIG-Alexa-488 (Life Technologies), anti-DIG-Alexa-488, anti-biotin-Rhodamine (Jackson), GARIG-HRP and GAM-HRP (Biorad).

### Chromatin isolation by RNA purification

Brain cell lysate was sonicated on high in a Bioruptor sonicator (Diagenode) at 4°C until solution was no longer turbid and size of fragments was 200–800 bp by gel analysis. Insoluble material was pelleted by centrifugation at 16 000*g* for 5 min at 4°C. 100 μl was saved as input for DNA purification and 100 μl for RNA purification. ChIRP was performed as described previously (20). 10 μl of eluted DNA was used to prepare sequencing libraries using NuGEN Ovation Ultralow Library kit following the manufacturer's instructions for multiplexing with barcodes L2DR-BC1-8.

### RNA-sequencing

RNA was purified from dissected cortices using RNEAsy columns (Qiagen) following the manufacturer's instructions and analyzed on a Bioanalyzer. Samples with an RNA integrity number > 7 were used to prepare libraries using the NuGEN Encore Complete RNA-seq library kit following the manufacturer's instructions for multiplexing, with cDNA fragmentation performed on a Bioruptor for 1 h at 4°C. Three WT males from Zt +6, two WT males from Zt +6, two *Snord116del* males from Zt +6 and two *Snord116del* males from Zt +16 were analyzed.

### Next-generation sequencing

Sequencing libraries for ChIRP-sequencing and RNA-sequencing were analyzed for quality on a Bioanalyzer (Agilent) and were sequenced on a Hi-seq-2000 at the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley.

### ChIRP-sequencing data analysis

ChIRP-sequencing reads were aligned using Bowtie2 against the *Mus musculus mm9* genome, and peaks were called using model-based analysis for ChIP-Seq (MACS) (38,39). The numbers of aligned reads out of total reads for each sample were WT-*116HG*-ChIRP-1: 29,814,977/42,110,162; WT-*116HG*-ChIRP-2: 22,522,642/91,706,595; WT-NSC-ChIRP: 29,064,400/41,230,076; *Snord116del*-*116HG*-ChIRP: 38,787,232/40,374,703; *Snord116del-*NSC ChIRP: 48,493,474/50,605,786; Input: 23,704,637/25,610,883. MACS identified peaks from ChIRP were filtered by the false discovery rate (<5%) and fold-enrichment over input (>20). Since no sequence motifs were identified using all the called *116HG* ChIRP peaks from two biological replicates, we used a 10 kb window to identify peaks that appeared in the same genomic region in both WT-*116HG* ChIRP samples. 8105 MACS identified peaks replicated between the two WT-*116HG* ChIRP samples. In contrast, of 8300 MACS-called peaks combined from the three negative control ChIRP samples (WT-NSC, *Snord116del*-*116HG* and *Snord116del*-NSC), there was <0.05% overlap between samples and only 985 peaks were within 10 kb of *116HG*-ChIRP identified peaks. 

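Within 10 kb of a peak of replicate 2 lay 8105 peaks of WT *116HG* replicate 1, or 10.4% of that list, and within 10 kb of a peak of replicate 1 lay 4241 peaks of replicate 2, or 38.1% of that list. In 100 placements of the replicate 2 peaks at random on their own chromosomes, a mean of 6293 peaks of replicate 1 were replicated (5933 to 6814), so the observed number was 1.29 times the random one and above all 100. For replicate 2 the random mean was 2507 and the ratio 1.69. Direct overlap was less common and further from random: 1915 peaks of replicate 1 overlapped a replicate 2 peak, against 107 at random (81 to 130), a ratio of 17.8. With a 50 kb window, 28241 peaks of replicate 1 were replicated, 1.08 times the random number.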

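The 3 control lists together hold 8346 peaks. Of these, 749 (8.97%) lay within 10 kb of a replicated peak of replicate 1, against 266 in random placements (224 to 301), and 994 of the replicated peaks (12.3%) lay within 10 kb of a control peak. WT NSC contributed 366 of the 749, *Snord116del* NSC 277 and *Snord116del* *116HG* 106. Between the controls, 1382 peaks (16.6%) overlapped a peak of another control list by at least 1 bp, and 45 (0.539%) overlapped peaks of both others. Most of this overlap was between the *Snord116del* libraries, where 659 of the peaks pulled down with the *116HG* oligos (51.5%) overlapped a peak pulled down with the NSC oligos. Of the WT NSC peaks, 16.2% lay within 10 kb of any peak of WT *116HG* replicate 1 (20.3% at random), and of the *Snord116del* NSC peaks 41.3% (23.9% at random). Direct overlap with a replicate 1 peak was above random for both, at 3.07% (0.869% at random) and 11.7% (1.82% at random). Within 10 kb of a replicate 2 peak lay 57.7% of the WT NSC peaks, for which no random placement was made.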

The BED file with corresponding confident peaks was then used to generate an associated gene list by mapping to closest gene within 2 kb of the 8105 replicated peaks. 

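Under other rules for joining a peak to a gene, 2168 genes had a replicated peak inside them, 2976 lay within 10 kb of a peak, and 2145 were left when each peak was given only its closest gene within 2 kb. The upper quartile of the fold in the lists that have one left 2612 replicated peaks at 1179 genes.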

Genes associated with *116HG* peaks were submitted for DAVID GO analysis (40,41). ChIRP peaks were mapped relative to TSS using Genomic Regions Enrichment of Annotations Tool (GREAT) http://bejerano.stanford.edu/ (42).

### RNA-sequencing data analysis

Reads were aligned against the *Mus musculus mm9* genome using Tophat2 with a reference gene transfer format guide. Reads per sample were: WT-Zt6-1 56,801,996, WT-Zt6-2 64,288,201, WT-Zt6-3 63,022,540, *Snord116del*-Zt6-1 53,278,255, *Snord116del*-Zt6-2 40,243,885, WT-Zt16-1 63,985,980, WT-Zt16-2 56,483,862, *Snord116del*-Zt16-1 54,310,542 and *Snord116del*-Zt16-2 61,584,399. Cuffdiff was used to identify significant changes of transcript levels between paternal inherited *Snord116del^+/−^* and WT mice (43) with a *q*-value of <0.05. CummeRbund was used to extract cuffdiff data for gene lists identified by ChIRP and to generate plots for figures (27,43). The chi-squared test used to identify the enrichment of significantly changed genes overlapped between Zt6 WT/*Snord116del* changed genes and the ChIRP-seq gene set (*P* = 2.2 × 10^−16^), the diurnally regulated gene set (*P* = 2.2 × 10^−16^) and the WT Zt6/Zt16 gene set (*P* = 2.2 × 10^−16^).

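The tests of the *116HG* gene set were repeated with Fisher's exact test over the 10165 tested genes that the annotation names, and with a logistic model that adds log gene length and log mean FPKM. Genes are not independent replicates, so these p-values describe these lists, and the intervals of odds ratios use a normal approximation. For genes with a replicated peak of replicate 1, the odds ratio of being changed at Zt +6 was 1.67 (Fisher's exact test, p = 9.4e-22), and in the adjusted model 1.31 (1.17 to 1.47, p = 2.4e-06, logistic model, n = 10074 genes). With log transcript length as a further covariate it was 1.28 (1.14 to 1.44). With the log number of replicate 1 peaks within 2 kb of the gene in its place, a model chosen after the data had been seen, it was 1.03 (0.913 to 1.16, p = 0.649, logistic model, n = 10074 genes). With the calls of the authors' deposited table in place of the fold rule the adjusted value was 1.18 (1.06 to 1.33), and with transcript length as well 1.14 (p = 0.0317, Benjamini-Hochberg adjusted 0.0526, logistic model, n = 10074 genes). For genes with a replicated peak of replicate 2 the adjusted odds ratio was 1.29 (p = 1.8e-04, logistic model, n = 10074 genes), but with the calls of the authors' deposited table it was 1.12 (0.985 to 1.28, p = 0.0823, logistic model, n = 10074 genes). For genes with any peak of replicate 1 it was 3.51 (2.89 to 4.25), and with any peak of replicate 2 it was 1.15 (1.02 to 1.29), or 0.971 (0.861 to 1.10) with the calls of the authors' deposited table. When peaks of the replicates had to overlap directly, the adjusted odds ratio was 1.18 (0.947 to 1.47, p = 0.14, logistic model, n = 10074 genes).

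For the control lists the unadjusted odds ratios were 1.73 for WT NSC, 1.28 for *Snord116del* *116HG* and 1.09 for *Snord116del* NSC, and the adjusted ones 0.969 (0.731 to 1.29), 0.851 (0.656 to 1.10) and 0.938 (0.819 to 1.07). Apart from the alternative settings, such as direct overlap, and the model with the number of replicate 1 peaks, 63 tests were made. They cover the lists, the definitions of changed genes and the models. After Benjamini-Hochberg adjustment over these, the adjusted odds ratio of the replicated peaks had a p of 7.3e-06 for replicate 1 and 4.3e-04 for replicate 2 (logistic model, n = 10074 genes).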

### Metabolic chamber analysis

Mice were placed in Oxymax/CLAMS (Columbus Instruments) at the UC Davis Mouse Metabolic Phenotyping Center and monitored for 7 days with six full 24-h light/dark cycles. Only male *Snord116del^+/−^* mice were analyzed by CLAMS. Locomotion, food and water intake, O_2_ consumption and CO_2_ emission were automatically monitored. To allow the acclimation of mice to CLAMS chambers only the final four full light/dark cycles were used in analysis of energy expenditure. Significant changes tested by two-tailed Student's *t*-test.

### Body weight and percent fat

After being removed from CLAMS chambers, mice were weighed, anesthetized with isofluorane and scanned using dual energy X-ray absorptiometry (Piximus, Fitchburg WI, USA).

### qPCR

qPCR analyses were performed using Sybr Green (Bioline) on an ABi ViiiA 7 in 384-well formats with custom primers (Supplementary Material, Table S7). Significant changes tested by the Mann–Whitney *U*-test.

## SUPPLEMENTARY MATERIAL

Supplementary Material is available at *HMG* online.

## AUTHORS' CONTRIBUTIONS

W.T.P. and J.M.L. designed experiments and wrote manuscript. W.T.P. performed FISH, ChIRP, immunofluorescence, microscopy, sequencing analysis, LSC, qPCR, tissue dissection and CLAMS data analysis. R.L.C. performed FISH, microscopy and tissue dissection. F.K.C. performed mouse husbandry and genotyping, qPCR and RT-qPCR. S.S.W. performed qPCR and RT-qPCR. D.H.Y. designed and performed mouse breeding and phenotyping studies and performed tissue dissection and processing. R.A.A., P.T. and N.A.Y. designed and provided custom OLS FISH probes.

## FUNDING

Work funded by National Institutes of Health (F31NS073164 to W.T.P. and 1R01NS076263 to J.M.L.) and the Prader-Willi Foundation. Funding to pay the Open Access publication charges for this article was provided by Agilent, Inc.

## Supplementary Material

Supplementary Data

# Supplementary material for: A Prader–Willi locus lncRNA cloud modulates diurnal genes and energy expenditure
**Source:** Hum Mol Genet. 2013 Jun 13;22(21):4318–28. doi: 10.1093/hmg/ddt281
**Supplement:** Supplementary Data

A Prader–Willi locus lncRNA cloud modulates diurnal genes and energy expenditure — A Prader–Willi locus lncRNA cloud modulates diurnal genes and energy expenditure — Supplementary Data 

# A Prader–Willi locus lncRNA cloud modulates diurnal genes and energy expenditure

## 

Supplementary Data

**Files in this Data Supplement:**

- Supplementary Data - Pdf file
- Supplementary Tables - xlsx file

How the deposited data were processed for this re-analysis (not part of the article)

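ChIRP-seq peak lists of 5 libraries from adult mouse brain and an RNA-seq table of 4 groups of mouse cortex were analysed. For the peak lists, the authors aligned reads with Bowtie2 to mm9, called peaks with MACS in each library and filtered them on a false discovery rate and on the fold over input. The deposited fold over input is a ratio and is the authors' own value for each peak, used here only to describe or rank peaks within a list; the list of WT *116HG* replicate 2 has positions only. For the RNA-seq table, the authors aligned reads with Tophat2 to mm9 and deposited 1 Cuffdiff FPKM value per group and gene. The deposited log2 fold change and q-value of each gene are the authors' comparison of *Snord116del* with WT at each time, and the genes called in that table are those with a q-value under 0.05. No column of per-sample values was left out, since the table has none. Depth is the number of reads per library given in the paper, and the spread between mice cannot be seen.

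The designs were a limma fit for a table with values per mouse and a fold rule for a table with group values; the table has group values, so the fold rule was used. It counts genes whose FPKM + 1 differs by at least 1.5-fold with at least 1 FPKM in a group, among genes with a mean of at least 1 FPKM. Genes were matched by symbol to GENCODE annotation of NCBIM37, the assembly of mm9: 21853 of the 23235 genes had a match, and 98.7% of the tested genes had a transcript length and 96.6% a GC content. Of the peaks, 77619 of WT *116HG* replicate 1, 10664 of replicate 2, 3378 of WT NSC, 1271 of *Snord116del* *116HG* and 3395 of *Snord116del* NSC lay on sequences present in that reference.

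Peaks were counted as replicated within 10 kb of the other WT *116HG* library and compared with 100 random placements on the same chromosomes. Genes within 2 kb of a replicated peak were compared with the other tested genes by Fisher's exact test and by a logistic model with log gene length and log mean FPKM. Adjusted p-values are Benjamini-Hochberg values over 80 comparisons of peak lists at the locus and, separately, over 63 tests of peak genes. P-values under the alternative settings, and that of the model with the number of replicate 1 peaks, are in neither set and were not adjusted. Distances between groups were Jensen-Shannon distances of FPKM with average linkage. Correlations across genes are Spearman's rho. The overlap of comparisons that share the WT Zt +6 group was set against 100 simulated sets of unchanged groups. In these the genes of largest difference were counted as changed, up to the observed numbers. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, with a fixed seed.

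The genes named are those the paper names in connection with ChIRP or transcript levels, and the 5 with the largest rise and the 5 with the largest fall at Zt +6 and 3 and 3 at Zt +16 among genes past the fold rule. Of the genes the paper names, 1 is not reported here. The lists of genes, fixed at the same time as the designs, were the core clock, immediate early genes, and markers of astrocytes, choroid plexus, endothelium, hippocampus, microglia, neurons, oligodendrocytes and striatum. Each list's median change was placed among the medians of 10000 random lists matched on mean FPKM, and on mean FPKM and transcript length.

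The steps were tested on simulated data. For *Snord116del* against WT at Zt +6, the fold rule was run on 9388 simulated genes with small random noise. It called 100% of the 3-fold changed genes of 3 FPKM or more in the right direction and 0% of the unchanged genes. With noise that small this checks the code only and does not give the rate of false calls in these data. Over 10074 genes, the adjusted logistic model returned odds ratios of 0.991 and 1.95 where the true values were 1 and 2, while Fisher's exact test over 10165 genes returned 1.71 and 3.17. For 78033 peaks, lists placed independently of each other gave 0.986 times the random number of replicated peaks.

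Alternatives covered the pseudocount, the filter on low values, the scale of the groups, the fold, the distance that counts as replicated, a stricter peak threshold, merging of peaks, chromosomes left out, each WT *116HG* replicate left out, the rule that joins peaks to genes and the background of genes. Gene ontology, the published set of diurnal genes and the longer supplementary gene tables, of which only the first part was at hand, were not used here. The paper placed peaks relative to start sites with GREAT, whose rule differs from the nearest start site used here.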

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

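Of the tests in this part, those of the exon peaks against expression and against the other WT *116HG* replicate, and that of the number of X chromosomes, were chosen only after the results were seen.

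In WT *116HG* replicate 1, 71.6% of the peaks had their middle in an exon, a share above that of every control list, and the paper does not report on exons. The same share was 2.27% in replicate 2, so the excess in exons was not seen in both WT *116HG* libraries. This is a limited test of binding at exons in every WT brain, since the replicate 2 list holds mostly repeated sequence. The middle bases occurred more than once in the genome for 71.0% of its peaks, against 18.0% in replicate 1. The tables argue against GC content as the whole cause, since random sites of the same GC content lay in exons in 7.58% of cases. Fragments copied from RNA in the library would end where exons end. Among peaks inside exons with neighbouring introns, 69.2% of the ends of replicate 1 peaks lay within 20 bp of an exon end, against 16.6% after the peaks were moved by up to 200 bp, and between 6.03% and 21.1% in the other lists, which have few such peaks. Such fragments would also come from expressed genes: the share of genes with a replicate 1 peak rose from 11.6% of genes under 0.1 FPKM to 99.1% of genes of 30 FPKM or more, while in the other lists no class passed 17.9%. A candidate explanation is therefore that part of the replicate 1 library was copied from spliced RNA. Binding at exons, in the brain of replicate 1 alone or in more WT brains, stays open, untested.

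Of the WT NSC peaks, 37.5% lay on chromosome X (95% interval 36.0 to 39.1), as did 12.9% of those of WT *116HG* replicate 2, against 3.81% in replicate 1, 6.64% in *Snord116del* *116HG* and 5.50% in *Snord116del* NSC. The paper does not report on this chromosome. Most of these WT NSC peaks, 86.5%, lay in 3 segments of 5 Mb (from 0 to 5 and from 25 to 35 Mb), which argues against the number of X chromosomes in the mice as the cause, since that would raise the whole chromosome; of the replicate 2 peaks on X, 50.9% lay in the same segments. The middle bases occurred more than once in the genome for 96.1% of the WT NSC peaks on X and 81.5% of those elsewhere, against 16.2% of random sites. The X peaks of *Snord116del* *116HG* and *Snord116del* NSC, lists without the excess, had such bases in 90.6% and 91.5% of cases. The share with more than 1 copy therefore does not separate the lists. The median number of copies of the X bases did differ. It was 18 in WT NSC and 17 in replicate 2, against 671 in *Snord116del* *116HG* and 259 in *Snord116del* NSC. Reads from segments present in several copies stay open as an explanation. The labels give no condition other than genotype that separates WT NSC from the *Snord116del* libraries, and no biological explanation was tested. The libraries also differed in aligned reads, 70.5% for WT NSC against 96.1% for *Snord116del* *116HG* and 95.8% for *Snord116del* NSC. Their median peak widths were 139 bp against 361.5 bp and 392 bp. Genotype and such differences between libraries therefore cannot be told apart.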

How the results depend on the processing

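Chosen after the data had been seen were the removal of the length trend, the Jensen-Shannon distance on log2(FPKM + 1), the replicated peaks of replicate 2, all annotated genes, the authors' calls, the restriction to genes with a replicate 1 peak, and the models with transcript length, with the number of replicate 1 peaks or with deciles. The other alternatives were chosen before, but the computation of the same-median scale was corrected to the definition chosen for it after a value under it had been seen. Of the results that answer a comparison, 89 alternative values were labelled as unchanged, 57 as moved, 3 as weaker and 5 as reversed. A count of genes or peaks was labelled as unchanged within 1.5 times the main value, a limit set by choice. Shares and test results had to stay within their error or on the same side. Of 824 values for the 53 named genes, 719 were labelled as unchanged, 94 as moved and 11 as reversed. These 11 are not all the changes of sign. The light-phase log2 fold change of *Cry1*, which did not pass the fold rule, is not among them. It turned negative with the same median in every group, after quantile normalization and without the length trend. The other labels therefore do not mean that the sign was kept. Unless a cause is given, the cause was not tested.

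With at least 5 FPKM, which leaves fewer genes, 2390 genes changed in *Snord116del* at Zt +6, 1001 in WT between times, 3088 in *Snord116del* between times and 2542 in the difference of genotype effects, with 70.5% and 99.4% higher at Zt +6 and Zt +16. A 2-fold limit, which by construction counts fewer genes, gave 3059 and 143 genes at Zt +6 and Zt +16, 287 and 4368 between times in WT and *Snord116del* and 2674 for the difference, with 89.7% and 88.1% higher. A pseudocount of 0.1 gave 3141 genes at Zt +16 and 2694 between times in WT. With no filter on low values 88.4% were higher at Zt +6.

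Scaling to the same median gave 181 genes at Zt +16, with 36.5% higher at Zt +6, a reversal, and 69.1% at Zt +16. Under it the Zt +6 change was -0.070 for *Mtor*, -0.14 for *Per1*, -0.095 for *Rab5b*, -0.14 for *Snrpn* and -0.20 for *Snurf*, all reversed. Quantile normalization gave 99 genes at Zt +16, reversed the shares to 48.9% and 41.4%, and turned *Gapdh* at Zt +6 to 0.14. The same total in every group gave 135 genes at Zt +16 and 3085 between times in WT, reversed the Zt +16 share to 23.7% and turned *Rab5b* at Zt +16 to -0.011. These settings shifted the median log2 fold change at Zt +6 and Zt +16 by -0.66 and -0.34, -0.59 and -0.35, and 0.052 and -0.46.

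Without the length trend, which also centres the changes on 0, 2654 and 172 genes changed at Zt +6 and Zt +16, 1019 between times in WT and 3378 in the difference. The Zt +6 change became -0.21 for *Igf2r*, -0.62 for *Mtor*, -0.24 for *Per1* and -0.14 for *Rbfox2*, all reversed.

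The ratio of the distances between WT and *Snord116del* at Zt +6 and Zt +16 was 2.34 with no filter, 9.16 with Spearman's rho, 1.81 with the Euclidean distance on log2(FPKM + 1), 2.50 after quantile normalization and 2.32 with the Jensen-Shannon distance on log2(FPKM + 1). It reversed to 0.951 with the Euclidean distance on the square root of FPKM.

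With direct overlap, 1915 peaks were replicated, 127 control peaks overlapped them, 728 genes had one, 88.8% lay beyond 5 kb of a start site, and the adjusted odds ratio fell to 1.18 (logistic model, n = 10074 genes, p = 0.14), with fewer genes in the set. With the calls of the authors' deposited table it was 1.12 for the replicated peaks of replicate 2 (logistic model, n = 10074 genes, p = 0.0823) and 0.971 for all its peaks (p = 0.637), neither past the threshold; for replicate 1 with transcript length as well it was 1.14 (p = 0.0317), past it only before adjustment for the number of tests. With the number of replicate 1 peaks at each gene as a further covariate it was 1.03 (logistic model, n = 10074 genes, p = 0.649), no longer past the threshold. Under the other alternatives with the fold rule it lay between 1.15 and 3.51. A 2 kb window gave 3307 peaks, 239 control peaks, 1184 genes and 84.6%, and a 50 kb window 28241, 2795, 5935 and 75.7%. The upper quartile of the fold, applied to the lists that have one, gave 2612 peaks, 157 control peaks, 1179 genes and 73.0%. Merging peaks within 10 kb left 3661 regions, 81.2% of them beyond 5 kb, and 0.164% in the Prader-Willi window, no longer past the threshold (Fisher's exact test, p = 0.0867), since the window then holds 6 regions. Replicated peaks with no control peak within 10 kb lay beyond 5 kb in 77.8% of cases. The replicated peaks of replicate 2 numbered 4241, with 85.4% beyond 5 kb. Leaving out WT *116HG* replicate 1 or 2, so that all peaks of the other were used, gave from 11145 to 78033 peaks, from 2423 to 2796 control peaks, from 3028 to 12970 genes and from 78.7% to 90.5% beyond 5 kb.

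No paired analysis was possible because the RNA-seq table has no columns per mouse. For the same reason limma without the trend, DESeq2, a fit of only the groups compared, a replicate block, the table version as a covariate and leaving out each mouse in turn were not run. Also not run were the locus without its own window and the control peaks near replicated peaks with no control peak within 10 kb, which have no value by construction.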

Differences from the paper's values

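The Jensen-Shannon distance on log2(FPKM + 1), the replicate 2 peaks and the ratios to *Gapdh* were chosen only after the results were seen.

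At Zt +16, 1980 genes passed the fold rule against the paper's 3140. A pseudocount of 0.1 gave 3141; none of the other alternatives set before the data were examined closed the gap.

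Of the control peaks, 16.6% overlapped a peak of another control list, against under 0.05% in the paper. Under narrower readings the gap was smaller: 0.539% of the control peaks overlapped peaks of both other lists. Of the WT NSC peaks, 0.521% overlapped a *Snord116del* *116HG* peak and 0.822% a *Snord116del* NSC peak. No alternative was set for the 16.6%.

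Within 5 kb of a start site lay 23.3% of the replicated peaks, against about 14% in Fig. 4B, read by eye, and at 50 to 500 kb 24.5% against about 37% in Fig. 4B. For peaks within 5 kb, direct overlap gave 11.2%, a 2 kb window 15.4%, merged peaks 18.8% and all peaks of replicate 2 alone 9.49%, which are within 1.5 times the paper's value, and the other alternatives set before the data were examined were not. For 50 to 500 kb these gave 41.8%, 36.2%, 30.8% and 42.2%; the upper quartile of the fold with 27.7%, all peaks of replicate 1 with 25.4% and replicated peaks far from control peaks with 25.0% were also within 1.5 times, and the remaining alternatives were not. The replicated peaks of replicate 2, chosen after the values were seen, gave 14.6% and 35.4%.

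In the dendrogram, the Zt +16 groups joined at 0.126 against about 0.045 in Fig. 5C, WT Zt +6 joined them at 0.180 against about 0.065, and *Snord116del* Zt +6 joined last at 0.379 against about 0.12, all read by eye. With 1 minus Spearman's rho the join of WT Zt +6 was at 0.0718, and no other alternative set before the data were examined on a like scale closed a gap. The Jensen-Shannon distance on log2(FPKM + 1), chosen after the values were seen, gave 0.0554, 0.0965 and 0.173, all within 1.5 times of the figure.

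The paper describes the genes with a *116HG* peak and a changed transcript level as up-regulated. Here 104 of the 1225 were lower, among them *Ccdc12*, whose log2 fold change at Zt +6 was -1.55. The paper reports a higher *Cry1* transcript level by qRT-PCR at Zt +6, normalized to *Gapdh*, which the FPKM here is not. By RNA-seq *Cry1* was at 1.87 FPKM in WT and 3.14 in *Snord116del*, a log2 fold change of 0.53 that did not pass the fold rule. With a pseudocount of 0.1 it was 0.72, which passes, and with the same total in every group 0.57, which does not. The log2 fold change of Cry1 at Zt +6 was -0.059 with the same median in every group, -0.15 after quantile normalization and -0.021 without the length trend, a setting chosen after the values were seen. In the authors' deposited table *Cry1* has a q-value of 0.0605 and is not called. The ratio of *Snord116del* to WT FPKM of *Cry1* at Zt +6 was 1.68. Divided by the ratio for *Gapdh*, 0.608, it was 2.75, a scale chosen after the values were seen. Part of the difference from the paper thus lies in the scale.

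Of the 5 genes chosen from RNA-seq for qRT-PCR, the paper reports *Mtor*, *Arr3* and *Mertk* as significantly higher. *Mertk* (log2 fold change 2.19) and *Nr1d1* (1.56) passed the fold rule here, as did *Mtor*. *Arr3*, at 0.178 FPKM in WT and 0.836 in *Snord116del*, is under the mean of 1 FPKM and passed in no setting run, while the authors' deposited table calls it with a q-value of 0.0302. *Htr2a* went from 5.17 to 6.89 FPKM (0.35), passed in no setting run, and has a q-value of 0.305 in the authors' deposited table.

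Fig. 3C names *Setd2*, *Pmel*, *Cdk2* and *Rab5b* among loci found by ChIRP and *Ptk2b* in a negative control region. Here *Ptk2b* had a replicated peak within 2 kb and these 4 genes had none, although *Ccdc12*, which shares a probe with *Setd2*, had one. With a 50 kb window between the replicates all 4 were counted, as they were with all peaks of replicate 1, which also counted the negative control genes *Htr2c*, *Trim35* and *Stmn4*. With all peaks of replicate 2 *Setd2* and *Pmel* were counted. *Ptk2b* was not counted when peaks had to overlap directly.

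Fig. 5D shows diurnal genes lower in *Snord116del* at Zt +16, normalized to *Gapdh*. The ratio of *Snord116del* to WT FPKM at Zt +16 was 1.26 for *Clock*, 1.34 for *Cry1*, 1.43 for *Cry2*, 1.06 for *Per1*, 0.999 for *Per2*, 1.12 for *Per3* and 1.40 for *Mtor*. Divided by the ratio for *Gapdh*, 1.99, these were between 0.503 for *Per2* and 0.719 for *Cry2*, a scale chosen after the values were seen.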

Other observations

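Chosen only after the results were seen were the tests of the Zt +16 scale, the astrocyte share, the number of peaks, the control places, the control lists and the number of replicate 1 peaks as predictors of change and the shared WT group; for the abundant genes, GC content and the cell mixture, the tests were set earlier but the value that decides each was chosen after.

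More genes were higher than lower in *Snord116del* at Zt +6. Genomic DNA in these libraries would raise genes that cortex hardly uses, but the median of 1448 olfactory and vomeronasal receptor genes was 0.0919 FPKM in *Snord116del* and 0.119 in WT, and it was lower in *Snord116del* under each scaling. A smaller share of FPKM in abundant genes would raise all others by 1 factor. The sum outside the 100 most abundant genes rose by a log2 ratio of 0.32, less than the median gene (0.57), which argues against this as the whole cause. The median change fell with abundance, from 0.73 at 1 to 3 FPKM to -0.94 at 300 FPKM or more. Transcript length went with the change (rho 0.63, and between 0.54 and 0.64 within classes of GC content), and GC content did so after the length trend was removed (rho -0.30), with the length relation of opposite sign at Zt +16. A difference in RNA quality or library preparation between the Zt +6 groups is a candidate source of both trends, and an effect of the genotype on long transcripts stays open.

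The labels name an earlier table version for both *Snord116del* mice and 1 of 3 WT mice at Zt +6. If this marked a library batch, WT Zt +6 would lie between the Zt +16 groups and *Snord116del* Zt +6 by the share of that mouse, which gave 30.9% of the reads. Over 4368 genes that differ at least 2-fold between the *Snord116del* groups, its median place was 0.195 (quartiles 0.146 to 0.269) as deposited, 0.202 (0.147 to 0.261) with the same total in every group and 0.340 (0.251 to 0.441) with the same median, a scale whose computation was corrected after this place had first been seen under it. Batch and genotype cannot be told apart, since all *Snord116del* Zt +6 mice have the earlier version and the share of that mouse lies outside the quartiles on the first 2 scales and inside them on the last.

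Among lists of genes, the core clock had a median log2 fold change of 1.18 at Zt +6, at percentile 99.88 of random lists of like FPKM and length, and 13 of its 17 tested genes were higher; the paper names 7 of the genes on this list. Astrocyte markers had 1.32 (99.95), endothelial 0.97 (93.3), hippocampal 0.83 (82.2), striatal 0.80 (81.9), oligodendrocyte 0.72 (74.9), neuronal 0.66 (64.2) and microglial markers 0.51 (43.3), and immediate early genes 0.42 (27.6). No gene is on more than 1 list, and of the choroid plexus markers only *Ttr* was tested, at -0.14, which turned to 0.33 after quantile normalization and 0.024 without the length trend. At Zt +6 the astrocyte, clock, endothelial and striatal lists stayed above 0 under each scaling. With the same median in every group, microglial (-0.21), neuronal (-0.15) and oligodendrocyte markers (-0.060) fell below 0, as did immediate early genes (-0.34, and -0.12 after quantile normalization), and without the length trend the hippocampal list (-0.034) and immediate early genes (-0.067) did. At Zt +16 striatal (0.70, percentile 99.9) and microglial markers (0.64, 99.9) were the highest of the lists and stayed above 0 under each scaling. Immediate early genes (0.057, percentile 0.01) fell to between -0.27 and -0.38 under each. The core clock had 0.21 at Zt +16 (percentile 3.07) and fell to between -0.029 and -0.20 under each.

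The lowest median of the marker lists at Zt +6 was 0.51 as deposited, and a mixture in which some cell types lose share would lower some lists, as happened on the scale with the same median. A different mixture of cell types therefore cannot be told apart from the scale of the groups. A higher share of astrocytes may raise their markers, but *Aldoc*, the most abundant of them at a mean of 428 FPKM, changed by -0.077, and 1 gene does not decide between this and a change within astrocytes.

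At Zt +16 the summed FPKM was 1.58 times as high in *Snord116del*. With the same total in every group 23.7% of 135 changed genes were higher and with the same median 69.1% of 181. Such a rescaling moves all genes of a group alike and so sets the direction itself. A difference in the scale of the Zt +16 groups and a rise of most transcripts therefore cannot be told apart. Whether the amount of RNA per cell differed was not tested.

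The changes of WT from Zt +6 to Zt +16 and of *Snord116del* against WT at Zt +6 had a rho of -0.77. Both share the WT Zt +6 group, which by chance alone gave a positive rho of 0.48 in simulated groups, so the shared group does not account for the opposite directions. A length trend in both comparisons stays open.

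Random placements gave 6293 replicated peaks of the 8105, so the number of peaks in the lists does not account for all of them, though it accounts for most at 10 kb. Places that also give peaks in the controls stay open: 41.3% of *Snord116del* NSC peaks lay within 10 kb of a replicate 1 peak against 23.9% at random. For WT NSC this was 16.2% against 20.3%, but 3.07% of its peaks overlapped one directly against 0.869% at random. Within 10 kb of a replicate 2 peak lay 57.7% of the WT NSC peaks, a share that was not set against random placements.

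Genes with a replicated peak changed more often at Zt +6. Length and expression lowered the odds ratio to 1.31 without removing it. Peaks of any ChIRP library would give the controls a like value, but the adjusted odds ratio was 0.938 (0.819 to 1.07) for *Snord116del* NSC, below the interval of the replicated peaks (1.17 to 1.47). For WT NSC it was 0.969 (0.731 to 1.29), and 1.06 (0.80 to 1.42) with transcript length, which includes the 1.28 of the replicated peaks in that model, so peaks of any library on WT brain stay open. If replicate 1 peaks marked the changed genes with or without a replicate 2 peak nearby, no difference would be left at a like number of replicate 1 peaks. With that number in the model the odds ratio was 1.03 (0.913 to 1.16), which is consistent with this explanation. Why genes with more replicate 1 peaks changed more often was not tested. An association of *116HG* with changed genes, or a property of these genes left out of the model, stays open as a hypothesis.

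*Ptk2b* had 27 peaks of WT *116HG* replicate 1, 5 of them replicated, and 1 of replicate 2. *Setd2*, *Pmel*, *Rab5b* and *Cdk2* had 7, 2, 8 and 1 replicate 1 peaks. Relative to *Gapdh* the ratio of *Snord116del* to WT at Zt +6 was between 1.77 for *Cry2* and 6.08 for *Clock*. The ratio for *Gapdh* itself was 0.608, and undivided the ratios were 1.08 for *Cry2* and 3.70 for *Clock*.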
